# Transcriptome Analysis Reveals Differentially Expressed Genes Involved in Cadmium and Arsenic Accumulation in Tea Plant (*Camellia sinensis*)

**DOI:** 10.3390/plants12051182

**Published:** 2023-03-05

**Authors:** Shiqi Liu, Xuqian Peng, Xiaojing Wang, Weibing Zhuang

**Keywords:** transcriptome, Cd and As, tea plants, RNA-sequencing, WGCNA

## Abstract

Tea (*Camellia sinensis*) is the second most consumed drink in the world. Rapid industrialization has caused various impacts on nature and increased pollution by heavy metals. However, the molecular mechanisms of cadmium (Cd) and arsenic (As) tolerance and accumulation in tea plants are poorly understood. The present study focused on the effects of heavy metals Cd and As on tea plants. Transcriptomic regulation of tea roots after Cd and As exposure was analyzed to explore the candidate genes involved in Cd and As tolerance and accumulation. In total, 2087, 1029, 1707, and 366 differentially expressed genes (DEGs) were obtained in Cd1 (with Cd treatment for 10 days) vs. CK (without Cd treatment), Cd2 (with Cd treatment for 15 days) vs. CK, As1 (with As treatment for 10 days) vs. CK (without Cd treatment), and As2 (with As treatment for 15 days) vs. CK, respectively. Analysis of DEGs showed that a total of 45 DEGs with the same expression patterns were identified in four pairwise comparison groups. One ERF transcription factor (CSS0000647) and six structural genes (CSS0033791, CSS0050491, CSS0001107, CSS0019367, CSS0006162, and CSS0035212) were only increased at 15 d of Cd and As treatments. Using weighted gene co-expression network analysis (WGCNA) revealed that the transcription factor (CSS0000647) was positively correlated with five structural genes (CSS0001107, CSS0019367, CSS0006162, CSS0033791, and CSS0035212). Moreover, one gene (CSS0004428) was significantly upregulated in both Cd and As treatments, suggesting that these genes might play important roles in enhancing the tolerance to Cd and As stresses. These results provide candidate genes to enhance multi-metal tolerance through the genetic engineering technology.

## 1. Introduction

Environmental pollution with heavy metals has great threats to human health and our living environment [1]. The high speed of industrialization causes heavy metal pollution around industrial enterprises in many countries [2,3,4]. The presence of heavy metals in waste of many industries has attracted much attention due to their toxicity to many life forms [5]. Heavy metal stress has notable adverse effects on crop productivity and growth, including growth inhibition, low photosynthesis, reduction the accumulation of biomass, senescence, chlorosis, and even plant death [6,7].

Heavy metals, including cadmium (Cd), arsenic (As), chromium (Cr), silver (Ag), lead (Pb), nickel (Ni), cobalt (Co), zinc (Zn), and iron (Fe), are important environmental pollutants, which are responsible for immense damage in plant growth and metabolism [8]. The most common and dangerous metal pollutants Cd and As, which exist simultaneously in cultivated soil [9]. In plants, Cd toxicity caused the easily identifiable symptoms of chlorosis and shunted growth, and excessive Cd in plants usually inhibited the plant growth and development and even caused necrosis [10,11]. Cd contamination inhibited the rate of CO_2_ fixation, decreased chlorophyll (chl) content, and depressed photosynthetic activity [12,13]. Plants grown on Cd-contaminated soil are subjected to osmotic stress by minimizing leaf relative water content, reducing transpiration rate, and stomatal conductance [14]. Cd toxicity caused the accumulation of reactive oxygen species (ROS) that damaged to cellular membranes, important cell biomolecules (proteins, DNA, and lipids), and organelles [15,16]. Moreover, Cd can also decrease the Fe and Zn uptake, reduce the Fe and Zn concentrations, and cause more severe leaf chlorosis [17,18,19,20]. Jiang et al. [21] revealed that Cd interacted with the mineral nutrients (Ca, Mn, Mg, K, and P). Arsenic (As), a toxic metalloid that is ranked 20th in natural abundance, is widely distributed in the environment [22]. Exposure to As (V) can cause numerous stress in plants, such as growth inhibition and several physiological disorders of plants, and can finally lead to death [23,24]. Arsenic toxicity induces the production and accumulation of ROS that damage biomolecules (proteins, DNA, and lipids) and eventually cause cell death [25,26].

Transcriptome analysis was widely used to investigate the molecular mechanism of plant response to heavy metal stress [27]. To date, the differentially expressed genes (DEGs) following Cd and As exposure were identified by transcriptome analysis in many plants, including *Arabidopsis* [28], *C*. *sinensis* [29], rice [30,31], *tall fescue* [32], and *phytolacca americana* [33]. Among these differentially expressed genes, several structural gene families, including ATP-binding cassette (ABC) transporters, zinc/iron-regulated transporter-like proteins (ZIPs), heavy-metal ATPases (-HMAs), galactinol synthase (GolS), 9-cis-epoxycarotenoid dioxygenase (-NCED), cation diffusion facilitators (CDFs), natural resistance-associated macrophage proteins (Nramps), and heavy-metal associated isoprenylated plant proteins (HIPPs) [34,35,36,37], are involved in the detoxification in plants growing in metal-rich soil. Moreover, several transcription factor (TF) families such as Mitogen-activated protein kinase (MAPK), APETALA2/ethylene responsive element binding factors (AP2/ERF), Myb avian myeloblastosis viral oncogene (MYB), WRKY, and basic-region leucine zipper (bZIP) have been reported to be involved in the regulation of heavy metal tolerance and detoxification in many plants such as *Arabidopsis*, rice, and barley [38,39,40,41,42,43].

Due to the difference in chemical properties of As and Cd, concurrent minimizing their uptake poses a problem. In the present study, we first investigated the effect of Cd and As on plant phenotype, antioxidant enzyme activities, and molecular regulation mechanisms of the tea plants. Comparative transcriptome analysis of Cd/As-treated and non-treated tea roots was performed to identify the DEGs. A clear and detailed view of the transcriptomic changes triggered by Cd and As exposure is important to understand the gene expression network of the basal response to Cd and As stresses. We identified eight DEGs with the same expression patterns after Cd and As treatments, including two transcription factors and six structural genes by performing pairwise comparative analysis. Through this study, we hope to identify candidate genes to enhance multi-metal tolerance through the genetic engineering technology.

## 2. Results

### 2.1. Determination of Antioxidant Enzyme Activities and MDA Content of Cd/As-Treated Tea Roots

To explore the effect of Cd and As on plant growth and development, the phenotypic changes in tea plants after Cd and As treatments were investigated, respectively. In this study, the number of lateral roots was significantly reduced in tea seedlings treated with 120 mg/kg As (II) [44] solution for 15 days in comparison with the control group (CK), and the roots turned brown in tea seedlings treated with 120 mg/kg Cd solution for 15 days in comparison with the control group. However, there were no significant differences between the control group and Cd/As-treated tea roots for 10 days (Figure 1). Moreover, we further investigate the effect of heavy metal Cd and As on antioxidant enzyme activities and malondialdehyde (MDA) content, the activities of superoxide dismutase (SOD), catalase (CAT), and peroxidase (POD), and MDA content in Cd/As-treated tea roots. Our results showed that the SOD level was significantly decreased in Cd/As-treated tea roots in comparison with the control group, while the MDA level was significantly enhanced in Cd/As treated-tea plants. Although the CAT and POD levels were slightly increased in Cd/As treated-tea plants in comparison with the control group, there is no significant difference in CAT and POD content between Cd/As-treated tea plants and control groups.

### 2.2. Transcriptome Analysis of the Cd/As-Treated and Non-Treated Tea Roots

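Roots of tea seedlings were sequenced from untreated plants (CK) and from plants poured with 400 mL of a Cd or As solution of 120 mg/kg, sampled at 10 d (Cd1 and As1) and at 15 d (Cd2 and As2). These times are the paper's, and the sample labels give day 15 for every library. For each of the 15 libraries the authors deposited FPKM values, made by trimming the reads, mapping them with HISAT and scaling the libraries by size factors. The values cover 59128 genes, of which 50525 have CSS identifiers and 8603 lie outside the reference annotation. The values labelled Cd1 replicate 3 were identical to those of Cd2 replicate 1, and their header names Cd2 replicate 1. They list 39579 genes above 0, against the paper's 39580 expressed genes for Cd2 replicate 1 and 39366 for Cd1 replicate 3 in Table 1. The library was used only as Cd2 replicate 1, which left 14 libraries, with 2 in Cd1 and 3 in each of the other groups. The rule set beforehand asked for equal numbers, and the difference of 1 was accepted after the values had been seen, since it occurred in 10 libraries. Whole numbers of fragments could be recovered from the FPKM values of 46513 of the 46517 genes above 0. They came to between 10288091 and 13518514 fragments per library, with medians of 12080670 in CK, 12471653 in Cd1, 12349999 in Cd2, 12574282 in As1 and 11119731 in As2. Differential expression was tested with limma-trend on log2(FPKM + 1) over the 33109 genes with an FPKM of at least 1 in at least 3 libraries, with all 5 groups fitted together. DEGs had a Benjamini-Hochberg FDR under 0.05 and a |log2 fold change| over 1, the paper's threshold. On this scale the log2 fold change understates the change of genes with low FPKM. No positions of the genes were at hand, since the deposited annotation holds 0 of the CSS identifiers.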

To further investigate the molecular regulatory mechanisms of tea plants response to heavy metals Cd and As stresses, fifteen high-quality cDNA libraries were constructed and used to perform high throughput RNA-seq (Table 1). As shown in Table 1, 649,096,012 raw reads ranging from 39,422,132 to 46,710,062 for each library and 634,712,730 clean reads ranging from 38,261,120 to 45,841,500 for each library were obtained. The Q30 percentage and average GC content were over 90% and 44.15~45.24% for the libraries, respectively. Moreover, 75.42–83.8% of clean reads were assembled into the genome of *C. sinensis* for each library. Thus, a total of 39,153, 38,538, 39,869, 36,481, 39,746, 39,366, 39,580, 39,212, 38,744, 37,658, 35,675, 37,408, 39,304, 38,725, and 59,129 genes for each library were identified in this study (Table 1). Thus, these results further demonstrated that RNA-seq data are of high quality and suitable for subsequent analyses. In addition, expression levels of the transcripts were calculated based on the FPKM (fragments per kilobase of exon per million fragments mapped) normalization method using the DESeq2 package. 

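Between 35674 genes (As1 replicate 2) and 39868 genes (CK replicate 3) had an FPKM above 0 in the 14 libraries, with a median of 38734.5 genes. The mean was 39185.7 ± 666 genes (SD, n = 3) in CK, 38112.5 ± 2309 (n = 2) in Cd1, 39178 ± 419 (n = 3) in Cd2, 36913 ± 1080 (n = 3) in As1 and 38653.7 ± 688 (n = 3) in As2. As2 replicate 3 had 37933 genes above 0. With an FPKM of at least 1 as the limit, the median was 28817.5 genes. The 100 genes with the most fragments took between 11.1% (Cd2 replicate 1) and 14.1% (Cd1 replicate 1) of the fragments of a library.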

Correlation analysis showed that the 15 root samples of tea plants were clustered into five different groups, and the different replicates in the same group processed a strong positive correlation (*r*  > 0.89), indicating that there was high reproducibility and reliability in transcriptome data (Figure 2A and Supplementary Table S2). 

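Pearson's r on log2(FPKM + 1) was computed for every pair of the 14 libraries across 46517 genes, which are not independent replicates. Within groups, r lay between 0.945 (CK replicates 1 and 3) and 0.971 (Cd2 replicates 1 and 2), with a median of 0.957 over 13 pairs. Between groups, it lay between 0.892 and 0.960, with a median of 0.939 over 78 pairs. The library with the highest r belonged to the same group for 8 of the 14 libraries. CK replicate 3 and As2 replicate 2 were each nearest to the other, with an r of 0.960, and neither Cd1 library was nearest to the other one. Without the logarithm, the lowest r within a group was 0.848, the furthest from the value on the log scale among the alternatives tried. With the duplicated library kept under both labels, it was 0.930.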

A volcano plot analysis was performed to identify the DEGs between the control group (CK) and Cd/As-treated tea roots for 10 d (named Cd1 and As1, respectively) and 15 d (named Cd2 and As2, respectively): Cd1 vs. CK, Cd2 vs. CK, As1 vs. CK, and As2 vs. CK (Figure S1). Thus, a total of 2,087 DEGs (319 up- and 1768 down-regulated transcripts), 1029 DEGs (345 up- and 864 down-regulated transcripts), 1707 DEGs (309 up- and 1398 down-regulated transcripts), and 366 DEGs (74 up- and 292 down-regulated transcripts) were detected in Cd1 vs. CK, Cd2 vs. CK, As1 vs. CK, and As2 vs. CK, respectively. 

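In Cd1 vs. CK, 1053 DEGs were detected, of which 150 were higher and 903 (85.8%) lower than in CK. In Cd2 vs. CK, 11 DEGs were detected, with 1 higher and 10 lower. In As1 vs. CK, 535 DEGs were detected, with 112 higher and 423 (79.1%) lower. In As2 vs. CK, 5 DEGs were detected, with 2 higher (CSS0037541 and CSS0041534) and 3 lower (CSS0014376, CSS0030465 and CSS0016059); apart from CSS0030465, these genes were singled out after their values were seen. An unadjusted p under 0.05 in place of the FDR raised the counts most, to 3562, 1625, 2381 and 1057 genes, whereas an FDR under 0.01 lowered them to 229, 0, 105 and 0. Counts at an unadjusted p, here and below, include genes that pass by chance. Quantile normalization lowered the share of lower genes to 74.3% in Cd1 vs. CK and to 71.3% in As1 vs. CK. The counts also moved with single libraries. Without CK replicate 3, there were 380 DEGs in Cd1 vs. CK, 225 in As1 vs. CK and 0 in Cd2 vs. CK, where 1594 genes had an unadjusted p under 0.05. Without CK replicate 2, there were 507 DEGs in Cd1 vs. CK, 309 in As1 vs. CK, 1 in Cd2 vs. CK and 2 in As2 vs. CK. Without CK replicate 1, there were 341 DEGs in As1 vs. CK and 0 in both comparisons at 15 d, where 2091 (Cd2) and 1533 (As2) genes had an unadjusted p under 0.05. Leaving out Cd2 replicate 1 or Cd2 replicate 2 gave 0 DEGs in Cd2 vs. CK, with 1247 and 1407 genes at an unadjusted p under 0.05. In As1 vs. CK, 314 DEGs were detected without As1 replicate 1 and 103 without As1 replicate 3. In As2 vs. CK, 16 DEGs were detected without CK replicate 3, 1 without As2 replicate 1, 111 without As2 replicate 2 and 3 without As2 replicate 3. With the duplicated library left out under both labels, the counts were 799, 0, 397 and 2, with 1247 genes at an unadjusted p under 0.05 in Cd2 vs. CK, and with it kept under both labels they were 371, 9, 326 and 3.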

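Of the 11 DEGs in Cd2 vs. CK, 10 were also DEGs in Cd1 vs. CK. In As1 vs. CK and As2 vs. CK, 2 DEGs were shared, CSS0030465 and CSS0016059, the latter singled out after its values were seen. All comparisons used the same CK libraries, so groups that do not differ from CK also share genes. When 20 sets of 4 groups without any change were simulated and the genes with the smallest p were taken up to the observed numbers of DEGs, on average 4.9 genes (at most 8) were shared by Cd1 and Cd2 and 2.9 (at most 5) by As1 and As2. At the thresholds for DEGs, the same simulations shared on average 0.05 and 0.1 genes. Without As2 replicate 2, 48 DEGs were shared by As1 and As2, and without CK replicate 3 there were 10, but leaving out CK replicate 1, CK replicate 2, As1 replicate 1, As2 replicate 1 or As2 replicate 3 left 0. Leaving out CK replicate 1, CK replicate 3, Cd2 replicate 1 or Cd2 replicate 2 left 0 DEGs shared by Cd1 and Cd2. Leaving out CK replicate 2 or Cd2 replicate 3 left 1 and 6. Without As2 replicate 2, at least 23 were shared by Cd1 and Cd2, the number of DEGs in all 4 comparisons. At an unadjusted p under 0.05, 876 genes were shared by Cd1 and Cd2 and 483 by As1 and As2.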

A Venn diagram showed that 552 DEGs were present in Cd1 vs. CK and Cd2 vs. CK, and 178 DEGs were distributed in As1 vs. CK and As2 vs. CK. In addition, fifty-three DEGs are simultaneously distributed in the four comparison groups: Cd1 vs. CK, Cd2 vs. CK, As1 vs. CK, and As2 vs. CK, implying that these genes may be simultaneously involved in the regulation of heavy metal Cd and As stresses.

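A single gene, CSS0030465, was a DEG in all 4 comparisons, and it was lower than in CK in each. The simulated groups without any change shared on average 0.8 genes (at most 3) at the observed numbers of DEGs. Across all tested genes, 35.1% changed in the same direction in all 4 comparisons, against a mean of 38.4% in the simulated groups. The simulated genes were drawn independently of each other, which real genes are not. Changes that differ in direction between groups also lower this share. It therefore does not decide whether the metals share changes. Without As2 replicate 2, 23 genes were DEGs in all 4 comparisons, CSS0030465 among them. With As1 replicate 2 left out there was 1, CSS0034513 in place of CSS0030465, and with no filter on low FPKM there was 1, a gene outside the reference annotation. In each of the other fits that left out 1 library and allowed all 4 tests, 0 genes were DEGs in all of them; at an unadjusted p under 0.05, with all libraries, there were 183. From the DEGs found in all 4 comparisons, the paper proposes that these genes take part in the regulation of both stresses.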

### 2.3. GO and KEGG Enrichment Analyses of DEGs

GO enrichment analysis was performed to identify the biological function of DEGs using Blast2GO (Figure 3 and Supplementary Table S3). Numbers of 1091 DEGs (Cd1 vs. CK), 637 DEGs (Cd2 vs. CK), 945 DEGs (As1 vs. CK), and 221 DEGs (As2 vs. CK) were clustered into 158, 129, 99, and 60 functional groups, respectively (Figure S2). Moreover, the top 25 enriched GO terms of the DEGs in different pairwise comparisons: Cd1 vs. CK, Cd2 vs. CK, As1 vs. CK, and As2 vs. CK. Our results showed that the top 25 enriched GO terms of the DEGs in Cd1 vs. CK were divided into three GO categories, including five biological process categories, one cellular component category, and 19 molecular function (MF) categories. The five most enriched GO terms, including oxidoreductase activity (GO:0016491, 219 DEGs), cofactor binding (GO:0048037, 135 DEGs), catalytic activity (GO:0003824, 668 DEGs), heme binding (GO:0020037, 85 DEGs), and tetrapyrrole binding (GO:0046906, 85 DEGs), were distributed in MF terms. The top 25 significant items in the enrichment analysis of GO-term for the DEGs in Cd2 vs. CK were divided into three GO categories, including 14 biological process categories, one cellular component category, and 10 MF categories. The five most enriched MF terms were oxidoreductase activity (GO:0016491, 131 DEGs), membrane (GO:0016020, 94 DEGs), catalytic activity (GO:0003824, 396 DEGs), heme binding (GO:0020037, 46 DEGs), and tetrapyrrole binding (GO:0046906, 46 DEGs), respectively. Moreover, the top 25 significant items in the enrichment analysis of GO-term for the DEGs in As1 vs. CK were divided into three GO categories, including 14 biological process categories, one cellular component category, and 10 MF categories. The five most enriched MF terms were oxidoreductase activity (GO:0016491, 216 DEGs), cofactor binding (GO:0048037, 135 DEGs), catalytic activity (GO:0003824, 619 DEGs), heme binding (GO:0020037, 86 DEGs), and oxidation-reduction process (GO:0055114, 202 DEGs), respectively. In addition, the top 25 significant items in the enrichment analysis of GO-term for the DEGs in As1 vs. CK were divided into three GO categories, including one biological process category, four cellular component categories, and 20 MF categories. The five most enriched MF terms were oxidoreductase activity (GO:0016491, 53 DEGs), cofactor binding (GO:0048037, 33 DEGs), catalytic activity (GO:0003824, 167 DEGs), heme binding (GO:0020037, 22 DEGs), and tetrapyrrole binding (GO:0046906, 22 DEGs), respectively.

To further investigate the DEGs involved in the metabolic pathways, KEGG pathway analysis of DEGs identified in different pairwise comparisons was carried out (Supplementary Table S4). Numbers of 161 DEGs (Cd1 vs. CK), 80 DEGs (Cd2 vs. CK), 139 DEGs (As1 vs. CK), and 32 DEGs (As2 vs. CK) were assigned to 192, 101, 183, and 59 KEGG pathways, which were further divided into six categories such as metabolism, environmental information processing, organismal systems, human diseases, cellular processes, and genetic information processing (Figure S3). Among them, the top five metabolism pathways with the largest number of DEGs annotated by KEGG in four pairwise comparisons: Cd1 vs. CK, Cd2 vs. CK, As1 vs. CK, and As2 vs. CK (Figure 4A–D). Notably, the galactose metabolism pathway (ko00052) was commonly distributed in four pairwise comparisons, suggesting that this pathway played important roles in response to heavy metal stress.

### 2.4. Identification of Differentially Expressed TFs in Cd/As-Treated Tea Roots

It is well known that MAPK, AP2/ERF, MYB, WRKY, and bZIP TFs play important roles in response to heavy metal stress. In this study, the twelve family TFs with differential expressions were detected in this RNA-seq data (Figure 5 and Supplementary Table S5). Among them, 23 MYB, 33 AP2, 16 bHLH, 14 WRKY, 12 GRAS, six DOF, five bZIP, one GRF, one ZF-HD, one HSF, one SBP, and one WD40 were differentially expressed in Cd1 vs. CK. Numbers of 14 MYB, 27 AP2, seven bHLH, six WRKY, four Dof, four bZIP, three GRAS, one GRF, one ZF-HD, and one WD40 were differentially expressed in Cd2 vs. CK. Moreover, 15 MYB, 14 bHLH, 28 AP2, six Dof, four GRAS, three bZIP, two ARF, one WRKY, one GRF, one C3H, and one WD40 were also differentially expressed in As1 vs. CK. Four MYB, three bHLH, five AP2, three GRAS, one bZIP, one TCP, and one WD40 were differentially expressed in As2 vs. CK. 

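The FPKM of the MYB gene CSS0030465 was 39.3 ± 8.44 (SD, n = 3) in CK, 8.19 ± 4.04 (n = 2) in Cd1, 7.61 ± 1.499 (n = 3) in Cd2, 15.1 ± 1.98 (n = 3) in As1 and 8.78 ± 3.35 (n = 3) in As2. Every treated library lay below every CK library. The log2 fold change against CK was -2.18 in Cd1 (adjusted p = 0.00507 from limma-trend), -2.22 in Cd2 (adjusted p = 0.0229), -1.31 in As1 (adjusted p = 0.0399) and -2.08 in As2 (adjusted p = 0.0482). The gene stayed lower than in CK under every alternative that was run. It was no longer a DEG in Cd2 vs. CK without any one of the 3 CK libraries, Cd2 replicate 1 or Cd2 replicate 2 (log2 fold changes from -2.35 to -2.06), in As1 vs. CK without any one of the CK or As1 libraries (-1.44 to -1.15), and in As2 vs. CK without any one of the CK libraries, As2 replicate 1 or As2 replicate 3 (-2.21 to -1.83). With the duplicated library left out under both labels, the calls in Cd2, As1 and As2 were lost (adjusted p = 0.128, 0.0569 and 0.0803), and so were those in As1 and As2 with no filter on low FPKM (0.0577 and 0.0648) or with quantile normalization (0.0519 and 0.0542). With only the 2 groups compared in each fit, the gene was not called in Cd2 (0.06) or As2 (0.216), and with a pseudocount of 0.1 it was not called in As2 (0.0932).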

Further analysis showed that one MYB TF (CSS0030465) was downregulated at both 10 d and 15 d under Cd and As treatments. 

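The FPKM of the AP2/ERF gene CSS0018401 was 124 ± 11.3 (SD, n = 3) in CK, 202 ± 7.10 (n = 2) in Cd1, 286 ± 49.4 (n = 3) in Cd2, 263 ± 44.7 (n = 3) in As1 and 215 ± 34.2 (n = 3) in As2. It was a DEG in As1 vs. CK (log2 fold change 1.06, adjusted p = 0.0164 from limma-trend), but not without CK replicate 1 (1.03), CK replicate 3 (1.03), As1 replicate 2 (0.97) or As1 replicate 3 (1.01), with quantile normalization (0.99) or with only the 2 groups compared (adjusted p = 0.064). In Cd2 vs. CK its log2 fold change was 1.18 (adjusted p = 0.0729), and with quantile normalization it was a DEG there (1.42, adjusted p = 0.0216). From 10 d to 15 d its log2 fold change was 0.48 under Cd (adjusted p = 0.321) and -0.28 under As (adjusted p = 0.476). The AP2/ERF gene CSS0049619 had a mean FPKM of 122 ± 53.3 (n = 3) in CK, 34.0 ± 6.98 (n = 2) in Cd1, 54.9 ± 20.9 (n = 3) in Cd2, 80.3 ± 35.9 (n = 3) in As1 and 118 ± 66.1 (n = 3) in As2. It was not a DEG in any comparison, and its log2 fold change against CK was -1.73 in Cd1, -1.11 in Cd2, -0.62 in As1 and -0.08 in As2. Without CK replicate 3, As2 replicate 1 or As2 replicate 3, its value in As2 was higher than in CK, by 0.235, 0.097 and 0.165. The bHLH gene CSS0041447 had a mean FPKM of 24.1 ± 9.30 (n = 3) in CK, 81.1 ± 34.3 (n = 2) in Cd1, 26.1 ± 4.86 (n = 3) in Cd2, 54.3 ± 20.6 (n = 3) in As1 and 41.8 ± 17.0 (n = 3) in As2. It was a DEG in Cd1 vs. CK (log2 fold change 1.72, adjusted p = 0.0408), but not without CK replicate 2 (1.95) or CK replicate 3 (1.38), with the duplicated library left out under both labels (adjusted p = 0.0548) or kept under both (0.239), with no filter on low FPKM (0.0646) or with only the 2 groups compared (0.112). Without CK replicate 3 its log2 fold change in Cd2 was -0.17 in place of 0.18. From 10 d to 15 d its log2 fold change was -1.55 under Cd (adjusted p = 0.0883), where it was a DEG with quantile normalization (-1.62, adjusted p = 0.0494), and -0.38 under As (adjusted p = 0.643).

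**Figure D1:**
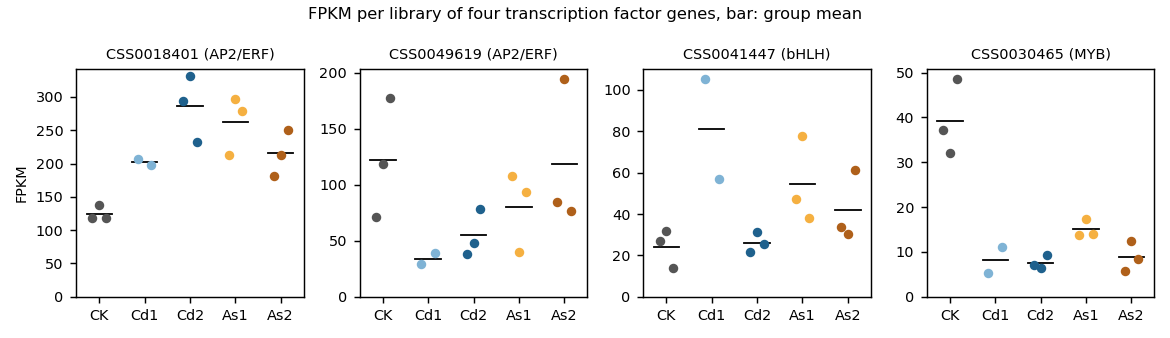
FPKM of 4 transcription factor genes, named above each panel, in each library of CK, Cd1, Cd2, As1 and As2; points are libraries and bars are group means. The treated libraries of CSS0030465 all lie below the CK libraries, whereas those of CSS0049619 overlap them in Cd2, As1 and As2.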

Two AP2/ERF (CSS0018401 and CSS0049619) and one bHLH (CSS0041447) were increased to a maximum at 10 d and decreased sharply at 15 d of Cd and As treatments, which may be short-term response genes in *C. sinensis* under the Cd and As treatments. In addition, one AP2/ERF (CSS0000647) was only up-regulated at 15 d after Cd and As treatments, indicating that this gene may be slowly responsive to heavy metal Cd and As stresses.

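CSS0000647 had a mean FPKM of 13.0 ± 3.64 (SD, n = 3) in CK, 47.0 ± 3.68 (n = 3) in Cd2 and 50.9 ± 28.7 (n = 3) in As2. Its log2 fold change against CK at 15 d was 1.81 under Cd (adjusted p = 0.0741 from limma-trend) and 1.79 under As (adjusted p = 0.101), so that it did not reach the threshold for DEGs. Without As2 replicate 2 it was a DEG in As2 vs. CK, with a log2 fold change of 2.01, and also in Cd2 vs. CK. At 10 d it was a DEG lower than in CK, with an FPKM of 1.07 ± 0.264 (n = 2) in Cd1 and 1.04 ± 0.296 (n = 3) in As1.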

### 2.5. Identification of DEGs in Cd/As-Treated Tea Roots

To further investigate the molecular regulation mechanisms of heavy metal Cd/As accumulation and detoxification, comparative transcriptome analysis was performed to identify the genes involved in the regulation of Cd and As stresses. 

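Of the 45 genes that Figures 6 and 7 list, 39 passed the filter on low FPKM. Over all genes tested, 28 of them were DEGs in Cd1 vs. CK, 4 in Cd2 vs. CK, 29 in As1 vs. CK and 2 in As2 vs. CK. In all 4 comparisons, 1 of them was a DEG. When the p was adjusted over the list alone, 38, 37, 38 and 39 genes were past the threshold, and 37 were in all 4 comparisons. The paper chose this list from the same libraries, so the count adjusted over the list alone is not independent evidence. In the fit without As2 replicate 2, 7 genes of the list were DEGs in all 4 comparisons. Leaving out As1 replicate 2 gave 1, CSS0034513 and not CSS0030465, and leaving out any other single library of CK, Cd2, As1 or As2 left 0, whereas between 27 and 36 genes were past the threshold over the list alone. At an unadjusted p under 0.05, applied to the list after the values were seen, 37 genes were past the fold change limit in all 4 comparisons.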

In the present study, a total of 45 DEGs with differential expression patterns were identified in both Cd- and As-treated tea roots in comparison with the control group (Figure 6 and Supplementary Table S6). Among them, 82.2% (37) of 45 DEGs were down-regulated in four pairwise comparisons: Cd1 vs. CK, Cd2 vs. CK, As1 vs. CK, and As2 vs. CK, indicating that these DEGs played a negative regulatory role in response to heavy metal Cd and As stresses. Moreover, the expression levels of seven DEGs (CSS0000647, CSS0033791, CSS0050491, CSS0001107, CSS0019367, CSS0006162, and CSS0035212) were decreased to a minimum at 10 d then increased sharply at 15 d of Cd and As treatments. In addition, only one gene (CSS0004428) was up-regulated after 10 d and 15 d of Cd and As treatments, indicating that this gene was involved in enhancing tolerance to Cd and As stresses (Supplementary Table S7).

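Of these 37 genes, 31 were tested, and all 31 were lower than in CK in each of the 4 comparisons. Their median log2 fold change was -2.43 in Cd1, -2.13 in Cd2, -2.37 in As1 and -2.08 in As2. DEGs among them numbered 21 in Cd1, 4 in Cd2, 22 in As1 and 2 in As2. With no filter on low FPKM, all 37 were lower in all 4 comparisons. The same direction was found under quantile normalization, for 31 of 31 genes. Without any one of the 3 CK libraries, 27 genes passed the filter and all 27 were lower in all 4 comparisons. CK replicate 1 had the highest FPKM among the CK libraries for 22 of the 37 genes, and without it the median log2 fold changes were -2.20, -2.01, -2.22 and -1.90.

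**Figure D2:**
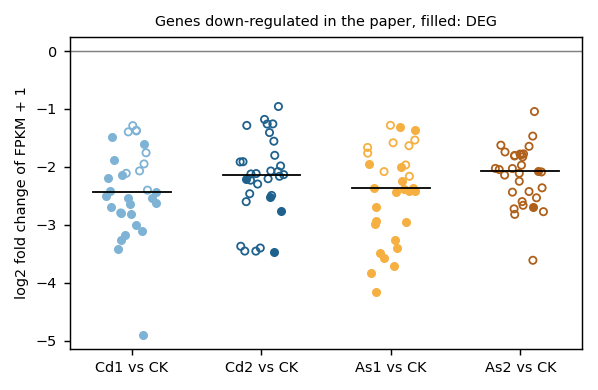
Log2 fold change of FPKM + 1 against CK of the 31 tested genes in Cd1, Cd2, As1 and As2; each point is a gene, filled where it was a DEG, and bars are medians. All points lie below 0, and filled points are fewer in Cd2 (4) and As2 (2) than in Cd1 (21) and As1 (22).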

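All 7 genes were DEGs lower than in CK at 10 d under both metals. In Cd1 vs. CK, the log2 fold change lay between -4.58 (CSS0006162) and -2.29 (CSS0019367), and in As1 vs. CK between -4.94 (CSS0006162) and -2.22 (CSS0050491). CSS0050491 was no longer a DEG in As1 vs. CK without CK replicate 3 (-2.06) or As1 replicate 3 (-1.97). Nor was CSS0033791 with only the 2 groups compared (adjusted p = 0.0631 from limma-trend). With limma-voom on recovered fragments, CSS0050491 was not called in Cd1 vs. CK (adjusted p = 0.0767) or As1 vs. CK (0.053). That alternative was chosen after seeing the data. At 15 d, all 7 genes were higher than in CK, with log2 fold changes from 1.19 to 1.81 under Cd and from 1.35 to 1.79 under As, but none was a DEG (adjusted p between 0.0741 and 0.232 from limma-trend). Without As2 replicate 2, CSS0001107 (1.505) was a DEG in As2 vs. CK, beside CSS0000647. In that fit CSS0000647 was a DEG in Cd2 vs. CK too. The change from 10 d to 15 d passed the threshold for all 7 genes, with log2 fold changes from 3.48 (CSS0019367, adjusted p = 0.000727) to 6.10 (CSS0006162, adjusted p = 3.36e-05) under Cd and from 3.82 (CSS0050491, adjusted p = 0.000299) to 6.59 (CSS0006162, adjusted p = 1.61e-06) under As. Every library at 10 d lay below every CK library, and every library at 15 d above. The FPKM of CSS0006162, a HIPP gene, was 81.6 ± 22.3 (SD, n = 3) in CK, 2.37 ± 0.320 (n = 2) in Cd1, 229 ± 4.93 (n = 3) in Cd2, 1.88 ± 1.31 (n = 3) in As1 and 262 ± 93.5 (n = 3) in As2. With the duplicated library kept under both labels, none of the 7 genes was a DEG in Cd1 vs. CK, in As1 vs. CK or between Cd1 and Cd2. That setting places a library whose header names Cd2 replicate 1 in Cd1. Its FPKM of CSS0006162 was 230, beside 2.597 and 2.145 in the other Cd1 libraries. This widens the spread that all comparisons share, so the loss of these calls says little about the other libraries.

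**Figure D3:**
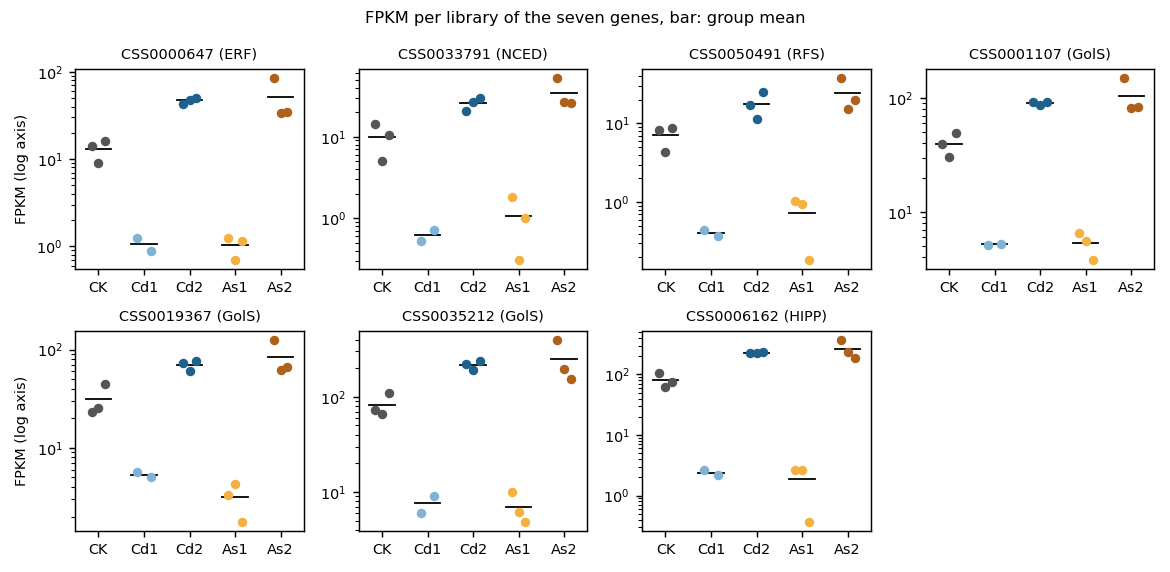
FPKM on a logarithmic axis of the 7 genes, named above each panel, in each library of CK, Cd1, Cd2, As1 and As2; points are libraries and bars are group means. In every panel the Cd1 and As1 libraries lie below the CK libraries and the Cd2 and As2 libraries above them.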

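The mean FPKM of CSS0004428, a CBL gene, was 4.03 ± 1.59 (SD, n = 3) in CK, 26.7 ± 19.8 (n = 2) in Cd1, 22.1 ± 21.7 (n = 3) in Cd2, 20.7 ± 16.6 (n = 3) in As1 and 38.3 ± 30.6 (n = 3) in As2. Its log2 fold change against CK was 2.30 in Cd1 (adjusted p = 0.283 from limma-trend), 1.76 in Cd2 (adjusted p = 0.504), 1.72 in As1 (adjusted p = 0.389) and 2.37 in As2 (adjusted p = 0.514). It was higher than in CK in each comparison but was not a DEG in any. Its FPKM was 4.61 in Cd2 replicate 3, 3.83 in As1 replicate 3 and 4.00 in As2 replicate 1, within the range of CK.

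**Figure D4:**
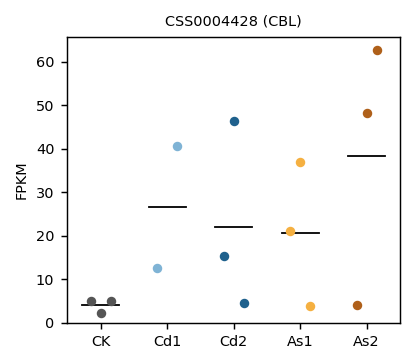
FPKM of CSS0004428 in each library of CK, Cd1, Cd2, As1 and As2; points are libraries and bars are group means. A library of Cd2, of As1 and of As2 lies within the range of the CK libraries.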

### 2.6. Regulation Network in Tea Plants under Heavy Metal Cd/As Stress

To further identify the key modules, hub genes, and possible molecular regulation mechanisms involved in response to Cd and As stresses, we performed WGCNA analysis using the 45 DEGs with the same expression patterns in four pairwise comparison groups (Figure 7 and Supplementary Table S8). Our results showed that 44 (97.8%) of 45 DEGs in both Cd and As-treated tea roots were analyzed together to construct the gene co-expression network analysis (Figure 7A,B). 

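The correlation of CSS0000647 with CSS0001107, CSS0019367, CSS0035212, CSS0033791 and CSS0006162 was computed on log2(FPKM + 1), separately over the 8 libraries of CK, Cd1 and Cd2 and the 9 libraries of CK, As1 and As2, which made 10 relations. For these 6 genes every library at 10 d lies below the CK libraries and every library at 15 d above them, so the pooled Pearson's r, from 0.978 to 0.992 under Cd and from 0.966 to 0.990 under As, mainly follows the differences between groups. The lowest of these, for CSS0006162, had p = 0.000372 under Cd (adjusted 0.000413) and p = 9.09e-05 under As (adjusted 0.000182) in two-sided exact permutation tests. Spearman's rho lay between 0.905 and 0.952 under Cd and between 0.917 and 0.983 under As (exact permutation tests, largest adjusted p = 0.00456). Without the 2 libraries farthest from the median of CSS0000647, r lay between 0.922 and 0.991 under Cd and between 0.964 and 0.995 under As. On residuals from the group means, r lay between 0.437 and 0.853 under Cd and between 0.412 and 0.845 under As. None of the 10 relations between residuals passed the adjustment (exact permutation within groups, adjusted p from 0.139 to 0.597). Before adjustment, exact permutation tests within groups under As gave p = 0.0278 for CSS0033791 and p = 0.0417 for CSS0001107 and CSS0035212. The same exact permutation tests gave p = 0.218 for CSS0019367 and p = 0.245 for CSS0006162 under As, and p from 0.222 to 0.597 under Cd. Only 72 permutations exist under Cd and 216 under As, which limits how small p can be. The adjusted test therefore does not decide whether these genes vary together within groups. No group has the 6 libraries needed to test the relation within it.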

The ERF transcription factor (CSS0000647) is localized at the center of the network, which was positively correlated with five functional genes such as three *CsGolS* family genes (CSS0001107, CSS0019367, and CSS0035212), one *CsNCED* (CSS0033791), and one *CsHIPP* (CSS0006162), suggesting that the ERF transcription factor played positive roles in the transcriptional regulation/connection of -GolS*,* NCED, and HIPPgenes.

### 2.7. Validation of Expression Patterns of Eight Candidate DEGs Associated with Cd/As Stress Using qRT-PCR

To verify the accuracy of RNA-seq results, confirmation of expression levels of eight functional genes, including six structural genes and two transcription factors CSS0050491, CSS0019367, CSS0033791, CSS0001107, CSS0035212, CSS0006162, CSS0000647, and CSS0004428 were performed using qRT-PCR assays (Figure 8). The log_2_-fold change (FC) value of these genes was calculated to estimate the effect of the Cd/As treatment. As shown in Figure 8, the qRT-PCR results were generally consistent with the RNA sequencing results (Supplementary Table S9).

## 3. Discussion

The presence of heavy metals in agricultural soils is of major environmental concern and a great threat to life on the earth. Tea is the most popular beverage in the world after water. The absorption and accumulation of heavy metals (Pb, As, Cu, Cd, and Hg) in tea plants can enter the human body and increase the concentration of toxic metals in the human body [45,46]. Although the determination of some heavy metals in fresh and processed tea leaves has been investigated [47], the molecular regulation mechanisms of Cd and As stresses response in tea plants was still unclear. In the present study, the effect of Cd and As on plant growth and antioxidant enzyme activities was first investigated, and the results showed that the number of lateral roots was significantly reduced in Cd-treated seedlings, and the healthy white roots turned brown in As-treated seedlings. Moreover, the SOD level was significantly decreased in Cd/As treated-tea plants in comparison with the control group, while the MDA level was significantly enhanced in Cd/As treated-tea plants, and the results of Cd treatment was consistent with the previous studies [48].

In recent years, transcriptome profiling was widely used to explore the molecular regulation mechanism of many plants’ response to heavy metal stress. For example, Kintlová et al. [49] performed transcriptome analysis of barley under three different heavy metal (Zn, Cu, and Cd) stresses. Zhang et al. [50] investigated the molecular mechanism of soybean root responding to Cd stress using RNA-seq analysis, and the results further showed that three isoflavones 2′hydroxylase genes, two isoflavone reductase genes, and a chalcone synthase gene might be involved in regulating Cd stress. Transcriptome profiling was used to identify the genes and pathways associated with arsenic toxicity and tolerance in *Arabidopsis* [51]. Although the absorption and subcellular distribution of some heavy metals in tea plant have been investigated, the molecular mechanism underlying the enhanced multi-metal tolerance in tea plant remains unclear [46]. In this study, we obtained 634, 712, 730 high-quality reads from *C. sinensis* on the Illumina HiSeqTM 2000 platform and identified 598,588 genes which were identified by mapping to a reference genome.

The DEGs in Cd/As-treated tea roots in comparison with the control group were identified based on our RNA-seq data analysis. Numbers of 2087, 1029, 1707, and 366 DEGs were identified in four different pairwise comparison groups: Cd1 vs. CK, Cd2 vs. CK, As1 vs. CK, and As2 vs. CK, respectively. GO analysis further showed that 1,091 DEGs in Cd1 vs. CK, 637 DEGs in Cd2 vs. CK, 945 DEGs in As1 vs. CK, and 221 DEGs in As2 vs. CK were clustered into 158, 129, 99, and 60 functional groups, respectively, and the results further showed that the five most enriched MF terms were oxidoreductase activity, cofactor binding, catalytic activity, heme binding, and tetrapyrrole binding. Moreover, KEGG pathway analysis showed that 161 DEGs (Cd1 vs. CK), 80 DEGs (Cd2 vs. CK), 139 DEGs (As1 vs. CK), and 32 DEGs (As2 vs. CK) were assigned to 192, 101, 183, and 59 KEGG pathways, and the galactose metabolism pathway (ko00052) were commonly distributed in four pairwise comparisons, suggesting that this pathway played crucial roles in response to heavy metal stress.

It is well known that MAPK, AP2, ERF, MYB, WRKY, and bZIP TFs play important roles in response to heavy metal stress. Our results showed that twelve family TFs with differential expressions were detected in Cd/As-treated tea seedlings based on the RNA-seq data (Figure 5). 

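The 7 MYB genes CSS0030465, CSS0031744, CSS0000442, CSS0002706, CSS0006502, CSS0043569 and CSS0015964 were tested in both Cd comparisons. Besides CSS0030465, CSS0031744 (log2 fold change -1.75, adjusted p = 0.0237 from limma-trend) and CSS0002706 (-3.20, adjusted p = 0.0298) were DEGs in Cd1 vs. CK, and neither was a DEG in Cd2 vs. CK. CSS0031744 was no longer a DEG in Cd1 vs. CK without CK replicate 3 (-1.455), nor was CSS0002706 without CK replicate 2 (-3.24) or CK replicate 3 (-2.85). CSS0031744 was also not called with only the 2 groups compared (adjusted p = 0.111), nor CSS0002706 with no filter on low FPKM (0.0526). CSS0000442 (-3.08 in Cd1, adjusted p = 0.0579) and CSS0006502 (-1.97 in Cd1, adjusted p = 0.0874) were lower than in CK at both times without passing the threshold, which CSS0000442 passed in Cd1 with a pseudocount of 0.1 (0.0491) or with only the 2 groups compared (0.0154). The FPKM of CSS0015964 was 2.06 ± 1.25 (SD, n = 3) in CK and 0.333 ± 0.166 (n = 3) in Cd2, and the gene is listed at 0 in both Cd1 libraries. It was not a DEG. The FPKM of CSS0043569 was 12.5 ± 3.11 (n = 3) in CK, 13.5 ± 5.31 (n = 2) in Cd1 and 5.65 ± 1.39 (n = 3) in Cd2. Its log2 fold change was 0.08 in Cd1 (adjusted p = 0.934), which became -0.09 without CK replicate 3, -0.30 without Cd1 replicate 1 (a single library, not tested) and -0.19 with the duplicated library kept under both labels, and -1.01 in Cd2 (adjusted p = 0.235).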

Seven MYBs (CSS0030465, CSS0031744, CSS0000442, CSS0002706, CSS0006502, CSS0043569, and CSS0015964) were reduced in Cd-treated tea roots, suggesting that these genes play a negative regulatory role in response to Cd stress. Two MYB (CSS0030465 and CSS0032956) and three AP2 (CSS0034513, CSS0009309, and CSS0043971) were reduced in As-treated tea roots, suggesting that these TFs play a negative regulatory role in response to As stress. 

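In As1 vs. CK, CSS0032956 (log2 fold change -1.71, adjusted p = 0.0431 from limma-trend), CSS0009309 (-3.03, adjusted p = 0.0276), CSS0034513 (-3.57, adjusted p = 0.00839) and CSS0043971 (adjusted p = 0.00536) were DEGs lower than in CK. In As2 vs. CK, all 4 were lower than in CK and none was a DEG (adjusted p between 0.0592 and 0.389). CSS0009309 (-3.83), CSS0034513 (-4.16) and CSS0043971 (-3.09) were DEGs in As2 vs. CK without As2 replicate 2. CSS0032956 was no longer a DEG in As1 vs. CK without any one of the 3 CK libraries (-1.92 to -1.57), As1 replicate 1 (-1.84) or As1 replicate 3 (-1.29). The same held with a pseudocount of 0.1 (adjusted p = 0.0525), no filter on low FPKM (0.0683), quantile normalization (0.063), the duplicated library left out under both labels (0.0541) and only the 2 groups compared (0.11). CSS0009309 was no longer a DEG without CK replicate 1 (-2.78), CK replicate 3 (-2.90), As1 replicate 2 (-2.80) or As1 replicate 3 (-2.67), or with only the 2 groups compared (adjusted p = 0.0595). The FPKM of CSS0043971 was 12.3 ± 4.10 (SD, n = 3) in CK, 0.396 ± 0.464 (n = 3) in As1 and 1.63 ± 1.92 (n = 3) in As2. CSS0009309, CSS0034513 and CSS0043971 were also DEGs lower than in CK in Cd1 vs. CK. For CSS0043971, limma-voom (adjusted p = 0.0546) and a pseudocount of 0.1 with no filter (0.0533) lost this call. Both were chosen after seeing the data. CSS0043971 was also a DEG in Cd2 vs. CK (-3.48, adjusted p = 0.0229 from limma-trend). Without As2 replicate 2, CSS0009309, CSS0034513 and CSS0043971 were DEGs in all 4 comparisons. CSS0032956 was not a DEG in Cd1 vs. CK. Its difference between Cd1 and As1 passed the threshold (log2 fold change 2.09, adjusted p = 0.0321 from limma-trend). It did not pass without As1 replicate 1 (2.225) or As1 replicate 3 (1.67). Nor did it pass with no filter on low FPKM (adjusted p = 0.0506) or with only the 2 groups compared (0.176).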

Homologous genes of these nine MYBs and three AP2 in *Arabidopsis* and other plants further confirmed that these genes were involved in regulating heavy metal tolerance [52,53,54,55,56].

Our results showed that a total of 45 DEGs with the same expression patterns were identified in four pairwise comparison groups. Among them, seven DEGs (CSS0000647, CSS0033791, CSS0050491, CSS0001107, CSS0019367, CSS0006162, and CSS0035212) were decreased to a minimum at 10 d then increased sharply at 15 d of Cd and As treatments, suggesting that these genes displayed less sensitivity to mild Cd and As stresses. Functional analysis showed that the orthologous genes of these genes were involved in response to various heavy metal stress [57,58,59,60]. For example, the orthologous genes of seven DEGs (CSS0000647, CSS0033791, CSS0050491, CSS0001107, CSS0019367, CSS0035212, and CSS0006162) in *Arabidopsis* were *AtERF53*, *AtNCED3*, *AtRFS5*, *AtHMP41,* and three *AtGolS* genes, respectively (Supplementary Table S7). Previous study had revealed that ectopic expression of *MhNCED3* in *Arabidopsis* enhanced the tolerance to Cd stress by increasing ABA level and alleviated Cd-induced cell death [58]. Ranjan et al. (2023) had revealed that overexpression of *AtGolS* gene in *Arabidopsis* promoted the galactinol accumulation and improved growth under As stress [60]. Previous study had revealed that overexpression of *AtHIPP06* and *AtHIPP26*conferred Cd tolerance to transgenic plants, whereas the triple knockout mutant *AtHIPP20/21/22* gained greater sensitivity to Cd than the wild-type of *Arabidopsis* [61]. ETHYLENE RESPONSE FACTOR 53 (*AtERF53*) belongs to group 1 in the ERF family and is induced in the early hours of dehydration and salt treatment [62,63]. The results of WGCNA analysis revealed that the ERF transcription factor (CSS0000647) was positively correlated with five functional genes such as three *CsGolS* genes (CSS0001107, CSS0019367, and CSS0006162), one *CsNCED* (CSS0033791), and one *HIPP* (CSS0006162), suggesting that the ERF transcription factor might also play important roles in enhancing the tolerance to Cd and As stresses. In addition, one *CsCBL* (CSS0004428) was up-regulated in both Cd and As treatments, indicating that these genes played important roles in enhancing the tolerance to Cd and As stresses in *C. sinensis* (Supplementary Table S10).

## 4. Materials and Methods

### 4.1. Plant Growth Conditions and Heavy Metal Treatments

New tea plants are propagated by Fuding Dabaicha (*C. sinensis* ‘Fuding Dabaicha’) purchased from Zhongfeng Tea Garden in Ya’an famous mountain area. Two-year-old seedlings were planted in pots (25 × 30 × 25 cm) and grown in the experimental field of Guizhou university. The roots of two-year-old untreated tea seedlings were collected and used as control samples. For Cd treatment, two-year-old tea seedlings were poured with 400 mL Cd solution with the Cd (II) concentration of 120 mg/kg. For As treatment, two-year-old tea seedlings were poured with 400 mL As solution with the As (V) concentration of 120 mg/kg. The tea roots were collected after 10 d and 15 d of Cd and As treatments, respectively. The root samples with three replicates were harvested and frozen in liquid nitrogen immediately and stored in a deep freezer at −80 °C for further study. Total RNA was extracted from the different root samples using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s protocol. The total RNA for each sample was analyzed on an Agilent 2100 Bioanalyzer with RNA 6000 Nano Labchip kit components to determine the integrities and concentration of the tea plant RNA samples.

### 4.2. Library Construction and RNA-Seq

The mRNA was purified from total RNA using poly-T oligo attached magnetic beads. After purification, the mRNA was cleaved into small fragments of 120~210 bp using divalent cations at an elevated temperature. Then, the cleaved RNA fragments were constructed into the final cDNA library based on the protocol for the mRNA-Seq sample preparation kit (Illumina, San Diego, CA, USA). The average insert size for the paired-end libraries was 300 bp (±50 bp), and the paired-end sequencing was performed on an Illumina Hiseq2000/2500 (LC Sciences, Houston, TX, USA) following the vendor’s recommended protocol. Eighteen RNA libraries included six control libraries, six Cd-treated libraries, and six As-treated libraries.

### 4.3. Sequencing Analysis, Transcripts Assembly, and Functional Annotation

After sequencing, raw reads were trimmed by removing Illumina adapters sequences and low-quality bases. The high-quality clean reads were mapped to the *C. sinensis* genome (reference genome) using HISAT (Hierarchical indexing for spliced alignment of transcripts). The gene expression was calculated and normalized to a Reads Per Kilobase per Million clean reads (FPKM) value. The false discovery rate (FDR) was calculated by SAS 8.0, which was used to adjust the *p*-value threshold. Those genes with FDR < 0.05 and |log_2_Fold Change| > 1 were considered DEGs.

For functional annotation, seven databases such as NR, NT, Pfam, KOG, Swiss-Prot, KEGG, and GO were used to annotate the assembled genes of *C. sinensis* using the BLASTX program.

### 4.4. qRT-PCR Validation of Candidate Genes Identified in RNA-Seq

To verify the results of RNA-Seq data, eight candidate DEGs were selected and performed qRT-PCR analysis. The housekeeping *CsGAPDH*gene was selected as a reference for normalization in qRT-PCR analysis [64]. The 2^−ΔΔCT^ method was performed to calculate relative expression changes in selected genes. Relative expression values were obtained from three biological repeats and measured for three technical repeats. The PCR primers of eight candidate genes are shown in Supplementary Table S1.

### 4.5. Regulation Network in Tea Plants under Heavy Metal Cd/As Stress

The WGCNA analysis was conducted to identify the key modules, hub genes, and possible molecular mechanisms of Cd and As stresses based on the FPKM values of the DEGs identified in four pairwise comparison groups with the help of an R package (v1.68) [65]. CYTOSCAPE (v3.7.1) was then used to visualize the networks of genes within the module and to present the biological interaction of core genes [66].

### 4.6. Statistical Analysis

Data were statistically analyzed using IBM^®^ SPSS^®^ Statistics 20 (IBM, USA). Analysis of variance (ANOVA) and mean separation were performed using *t*-test or one-way ANOVA with the least significant difference (LSD) at *p* < 0.05.

## 5. Conclusions

In this study, a large number of DEGs were obtained from RNA-seq data of Cd/As-treated tea roots, which provided more opportunities for studying the molecular regulation mechanisms of Cd and As stresses response in tea plants. A total of 2087, 1029, 1707, and 366 DEGs were identified in Cd1 vs. CK, Cd2 vs. CK, As1 vs. CK, and As2 vs. CK, respectively. Seven MYBs (CSS0030465, CSS0031744, CSS0000442, CSS0002706, CSS0006502, CSS0043569, and CSS0015964) were down-regulated in Cd-treated tea roots. Moreover, two MYBs (CSS0030465 and CSS0032956) and three AP2 (CSS0034513, CSS0009309, and CSS0043971) were down-regulated in As-treated tea roots. In addition, 45 DEGs with the same expression patterns, including 37 downregulated and eight upregulated DEGs, were identified in four pairwise comparison groups. Among seven upregulated DEGs, one ERF (CSS0000647) and six structural genes (CSS0033791, CSS0050491, CSS0001107, CSS0019367, CSS0006162, and CSS0035212) were significantly increased at 15 d of Cd and As treatments. WGCNA analysis revealed that the *CsERF*(CSS0000647) was positively correlated with five functional genes such as three *CsGolS*genes (CSS0001107, CSS0019367, and CSS0035212), one *CsNCED* (CSS0033791), and one *CsHIPP* (CSS0006162). One *CsCBL* (CSS0004428) was up-regulated in both Cd and As treatments, indicating that this gene may also play important roles in *C. sinensis* under the Cd and As treatments. These results help us to understand the mechanisms of Cd and As stresses response in tea plants and screen out the key candidate genes for future molecular breeding.

## Figures and Tables

**Figure 1:**
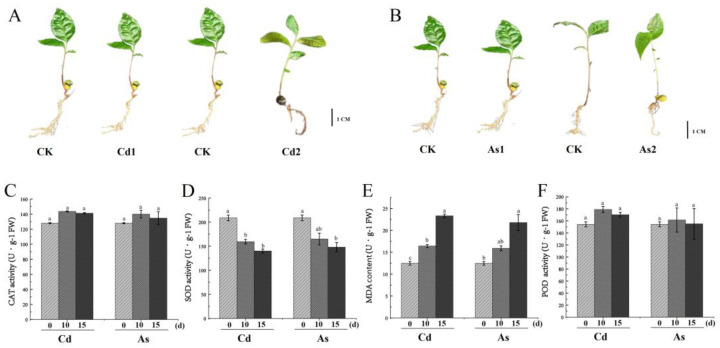
The effect of heavy metal Cd and As on phenotype, antioxidant enzyme activities, and MDA content. (**A**) The phenotypic difference in roots between Cd treated-tea plants and the control group; (**B**) The phenotypic difference in roots between As treated-tea plants and the control group. (**C**–**F**) Antioxidant enzyme activity and MDA content in tea roots between Cd/As treated-tea plants and the control group; (**C**) CAT activity; (**D**) SOD activity; (**E**) POD activity; (**F**) MDA content. Three biological replicates were obtained for each data point. Data were presented as means ± Sd (*N* = 3). Different letters above bars indicate significant differences between the Cd-treated *C. sinensis* roots and the control group (*p* < 0.05).

**Figure 2:**
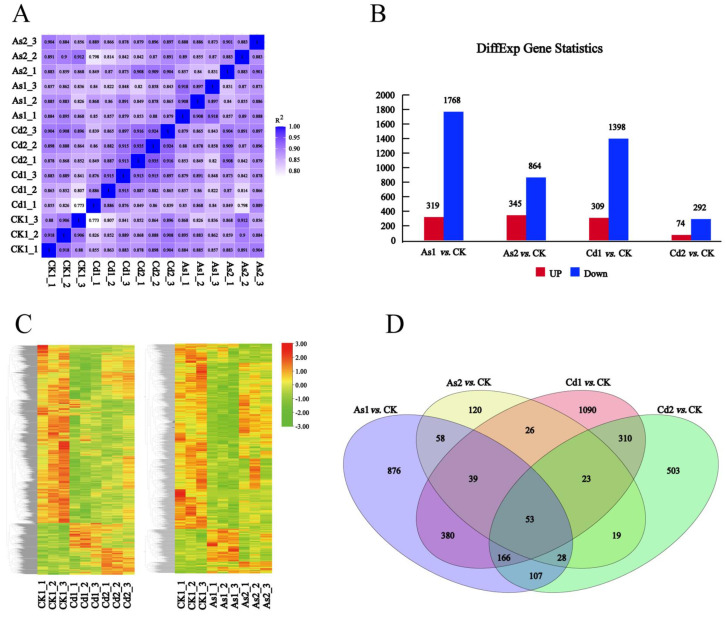
RNA-seq data analysis. (**A**) The correlation heat map of samples. The left gradient barcode color indicates the minimum value (0) in lavender and the maximum (1) in light blue. A value close to 1 indicates a high positive correlation, while a value close to 0 means no correlation. The heat map was drawn with DEseq (v3.5.1); (**B**) The number of up- or down-regulated DEGs in different pairwise comparisons. Blue and red columns represent the down- and up-regulated DEGs, respectively; (**C**) The expression patterns of DEGs between Cd-treated tea roots and the control group (right) and between As-treated tea roots and the control group; (**D**) Venn diagram of the DEGs among different pairwise comparisons. CK, control group; Cd1 and Cd2 indicate the tea roots treated with Cd for 10 and 15 days, respectively; As1 and As2 indicate the tea roots treated with As for 10 and 15 days, respectively.

**Figure 3:**
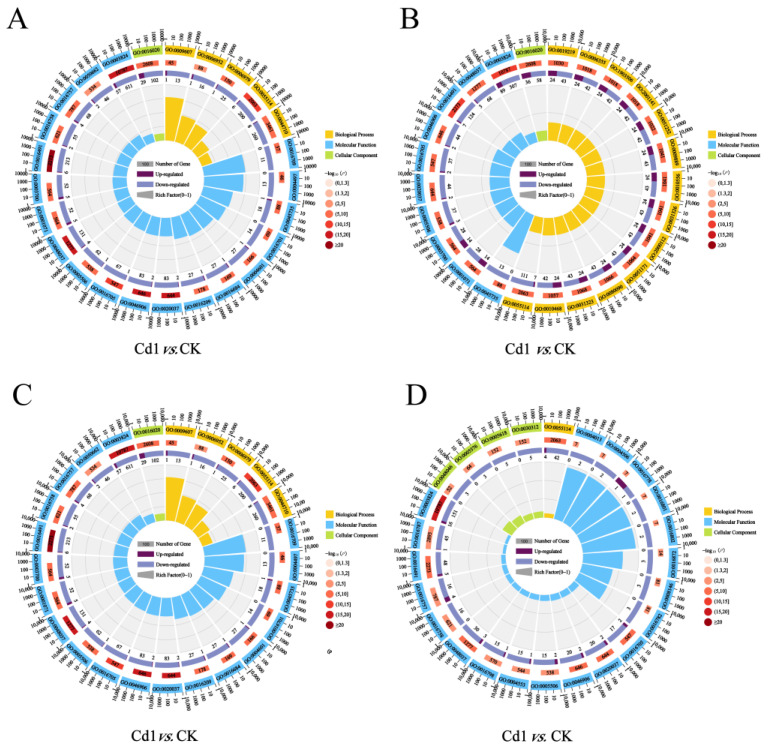
Identification and GO enrichment of DEGs. (**A**–**D**) Top 25 GO enrichment results of DEGs in different pairwise comparisons. (**A**) Cd1 vs. CK; (**B**) Cd2 vs. CK; (**C**) As1 vs. CK; (**D**) As2 vs. CK. CK, control group; Cd1 and Cd2 indicate the tea roots treated with Cd for 10 and 15 days, respectively; As1 and As2 indicate the tea roots treated with As for 10 and 15 days, respectively.

**Figure 4:**
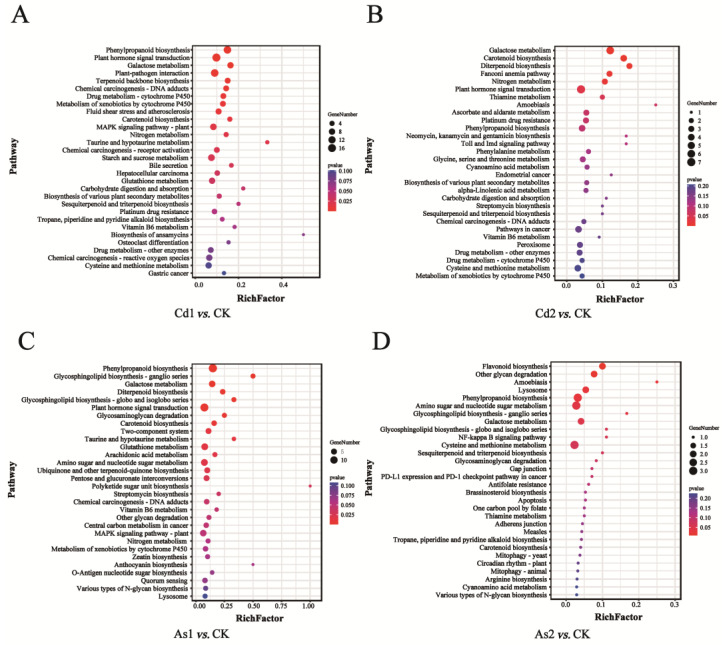
Identification and KEGG enrichment of DEGs. (**A**–**D**) Top 25 KEGG enrichment results of DEGs in four different pairwise comparisons. (**A**) Cd1 vs. CK; (**B**) Cd2 vs. CK; (**C**) As1 vs. CK; (**D**) As2 vs. CK. CK, control group; Cd1 and Cd2 indicate the tea roots treated with Cd for 10 and 15 days, respectively; As1 and As2 indicate the tea roots treated with As for 10 and 15 days, respectively.

**Figure 5:**
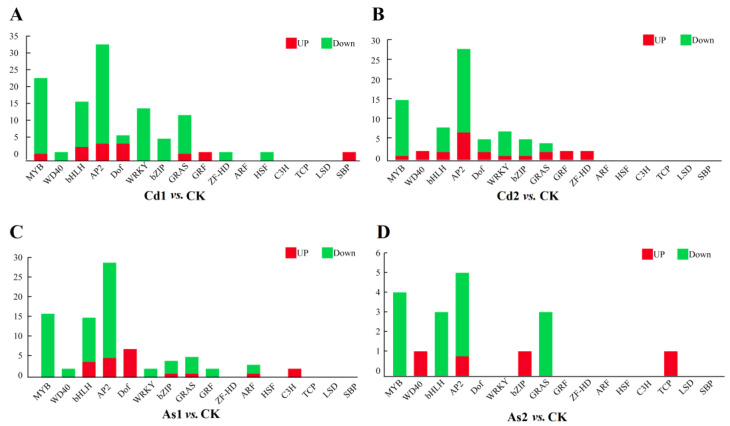
Differentially expressed TFs in Cd/As-treated tea roots. (**A**–**D**) Differentially expressed TFs in four different pairwise comparisons. (**A**) Cd1 vs. CK (**B**) Cd2 vs. CK; (**C**) As1 vs. CK; (**D**) As2 vs. CK. CK, control group; Cd1 and Cd2 indicate the tea roots treated with Cd for 10 and 15 days, respectively; As1 and As2 indicate the tea roots treated with As for 10 and 15 days, respectively. The red and green rectangles represented the upregulated and downregulated transcription factors, respectively.

**Figure 6:**
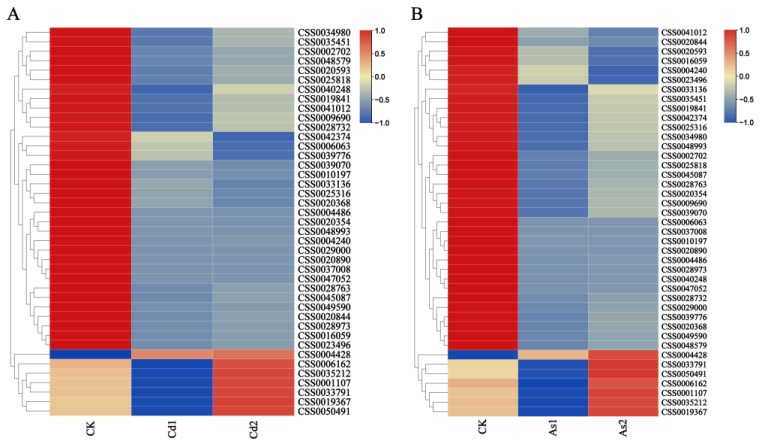
Expression patterns of DEGs in tea roots under Cd and As stresses. (**A**) Expression patterns of DEGs in tea roots under Cd stresses; (**B**) Expression patterns of DEGs in tea roots under As stresses. The scale bars represent the log_2_ transformations of the FPKM values. The colors from red to blue indicated the highest to lowest log_2_ (FPKM) values of each gene under the heavy metals Cd and As treatments.

**Figure 7:**
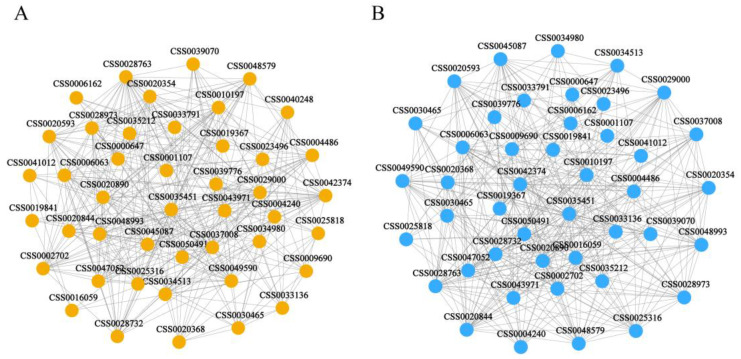
Co-expression analysis of DEGs identified in both Cd/As-treated tea roots. (**A**) Co-expression analysis of DEGs identified in Cd-treated tea roots;(**B**) Co-expression analysis of DEGs identified in As-treated tea roots. Nodes represent ‘genes’ and edges represent ‘relationships’ between any two genes. It was determined by a Pearson correlation coefficient > 0.80 or a Pearson correlation coefficient <−0.80, respectively.

**Figure 8:**
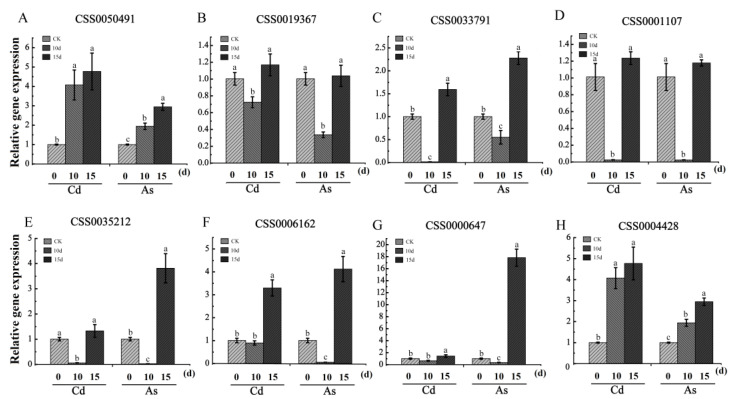
Validation of the expression patterns of eight candidate DEGs in Cd/As-treated tea roots. (**A**–**H**) The relative expression levels of candidate genes relative to *CsGAPDH* was measured by qRT-PCR. (**A**) The relative expression levels of CSS0050491 under Cd/As stress; (**B**) The relative expression levels of CSS0019367 under Cd/As stress; (**C**) The relative expression levels of CSS0033791 under Cd/As stress; (**D**) The relative expression levels of CSS0001107 under Cd/As stress; (**E**) The relative expression levels of CSS0035212 under Cd/As stress; (**F**) The relative expression levels of CSS0006162 under Cd/As stress; (**G**) The relative expression levels of CSS0000647 under Cd/As stress; (**H**) The relative expression levels of CSS0004428 under Cd/As stress. Three technical and biological replicates were used for each data point. Data were presented as means ± Sd (*N* = 3). Different letters above bars indicate significant differences between the Cd-treated tea roots and the control group (*p* < 0.05).

**Table 1:** Summary statistics of RNA-seq results in Cd/As-treated tea roots.

Sample	Raw_Reads	Clean_Reads	Total_Map	Unique_Map	Clean_Bases	Expressed Gene	Standard Deviation	Q20	Q30	GC
CK1_1	44544050	43441036	36196019 (83.32%)	30927246 (71.19%)	6.52G	39153	295.250181	96.67	91.27	44.83
CK1_2	39422132	38291090	30179804 (78.82%)	25585746 (66.82%)	5.74G	38538	288.251178	96.66	91.24	45.24
CK1_3	44068264	43036462	34864588 (81.01%)	29517045 (68.59%)	6.46G	39869	295.151316	96.61	91.15	44.65
Cd1_1	47235258	46591286	37858289 (81.26%)	32536700 (69.83%)	6.99G	36481	320.939766	96.45	90.72	44.36
Cd1_2	41803762	40917046	33155043 (81.03%)	28292613 (69.15%)	6.14G	39746	298.284826	96.63	91.1	44.37
Cd1_3	46491206	45474714	37656708 (82.81%)	32106147 (70.6%)	6.82G	39366	292.976277	96.59	91.06	44.15
Cd2_1	45061350	44196684	37037737 (83.8%)	31537391 (71.36%)	6.63G	39580	293.200841	96.71	91.3	44.18
Cd2_2	39387626	38261120	30973412 (80.95%)	26334446 (68.83%)	5.74G	39212	290.471519	96.68	91.25	44.51
Cd2_3	44885852	43920534	35142943 (80.01%)	29969916 (68.24%)	6.59G	38744	308.138371	96.41	90.72	44.98
As1_1	42884692	42243424	33337391 (78.92%)	28307563 (67.01%)	6.34G	37658	294.061573	96.8	91.41	45.16
As1_2	42461254	41791448	35005786 (83.76%)	29926631 (71.61%)	6.27G	35675	297.560596	96.45	90.75	44.8
As1_3	46710062	45841500	37211971 (81.18%)	31459590 (68.63%)	6.88G	37408	292.188884	96.67	91.13	44.82
As2_1	41501826	40452076	30506971 (75.42%)	25955508 (64.16%)	6.07G	39304	293.338423	96.72	91.34	45.27
As2_2	42535242	41538986	34033550 (81.93%)	28852578 (69.46%)	6.23G	38725	292.120116	96.62	91.14	44.63
As2_3	40103436	38715324	31870755 (82.32%)	27049031 (69.87%)	5.81G	59129	296.849423	96.77	91.45	45.17

## Data Availability

The data presented in the study are deposited in the NCBI GEO repository, accession number GSE212827. Functional annotation of eight candidate genes in *C. sinensis*: Table S7. Protein sequence of eight candidate genes in *C. sinensis*: Table S10.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants12051182/s1, Figure S1: Volcano plots of DEGs from different pairwise comparisons. (A) Cd1 vs. CK; (B) Cd2 vs. CK; (C) As1 vs. CK; (D) As2 vs. CK. Figure S2: GO functional classification of the DEGs in different pairwise comparisons. (A) Cd1 vs. CK; (B) Cd2 vs. CK; (C) As1 vs. CK; (D) As2 vs. CK. Grey is for biological processes, Orange-red is for cellular components, and bright-blue is for molecular function. Figure S3: KEGG functional classification of the DEGs in different pairwise comparisons. (A) Cd1 vs. CK; (B) Cd2 vs. CK; (C) As1 vs. CK; (D) As2 vs. CK. Grey is for biological processes, Orange-red is for cellular components, and bright-blue is for molecular function. Table S1: Primers used in this study; Table S2: Summary statistics of RNA-seq data from Cd/As-treated tea roots. Table S3: GO enrichment analysis of differentially expressed genes from Cd/As-treated tea roots. Table S4: KEGG pathways among differentially expressed genes from Cd/As-treated tea roots. Table S5: Number of differentially expressed transcription factors in Cd/As-treated tea roots. Table S6: Expression level of differentially expressed structural genes in Cd/As-treated tea roots. Table S7: Functional annotation of eight candidate genes in *C. sinensis*. Table S8: Connection network between structural genes in Cd/As-treated tea roots. Table S9: Validation of the expression patterns of eight candidate DEGs in Cd/As-treated tea roots. Table S10: Coding DNA Sequence of eight candidate genes in *C. sinensis*.

How the deposited data were processed for this re-analysis (not part of the article)

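Root RNA of tea seedlings was sequenced from untreated plants (CK) and from plants treated with Cd or As at 120 mg/kg for 10 d (Cd1, As1) or 15 d (Cd2, As2). The labels name 3 libraries in each of the 5 groups. The authors trimmed the reads, mapped them with HISAT to a tea genome whose version the paper's text does not name, and deposited FPKM values for 59128 genes in each library, which the paper states were calculated with the DESeq2 package. The median ratio of each library to the geometric mean library lay between 1.0124 and 1.016, so the deposited values are already scaled between libraries. No further scaling was applied.

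The values labelled Cd1 replicate 3 were identical to those of Cd2 replicate 1. The rule set beforehand kept such a library under the label whose number of expressed genes in Table 1 equals the number of genes above 0, and otherwise left it out under both labels. Table 1 exceeds the number of genes above 0 by 1 in 10 of the libraries used and equals it in 3. After the values had been seen, a difference of 1 was accepted, and the header, which names Cd2 replicate 1, was taken into account. The library was used as Cd2 replicate 1, and 14 libraries remained. Read to the letter, the rule would have left it out under both labels, and the values under that choice are among the alternatives.

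Whole numbers of fragments were recovered from the FPKM values, since the values of a gene are multiples of a step that depends on its length and on the library. This succeeded for 46513 of the 46517 genes above 0. On simulated data, the recovery was exact for all 2801 genes detected in at least 5 libraries and for most of the genes detected in fewer. The recovered totals lay between 10288091 and 13518514 fragments per library (median 11962925), or 79.3% to 84.0% of the uniquely mapped pairs of Table 1. The recovered fragments were used for depth, for draws of equal numbers of fragments and for alternatives, not for the reported tests.

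Genes with an FPKM of at least 1 in at least 3 libraries were kept, which left 33109 genes. Differential expression was tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend), with all 5 groups in a single model. DEGs had a Benjamini-Hochberg FDR under 0.05 and a |log2 fold change| over 1, as in the paper. The comparisons were each treatment against CK, 15 d against 10 d for each metal, and Cd against As at each time. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The test was checked on simulated data with 200 genes changed in each of Cd1 and As1. Of the 195 changed genes that were tested, 95 were called in Cd1 (2 libraries) and 111 in As1 (3 libraries) at a 4-fold change, beside 8 and 5 unchanged genes, and 146 and 160 at a 16-fold change. In the unchanged Cd2 group, 0 genes were called at either fold.

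The genes named singly were every CSS gene that the paper names in its text, and up to 2 genes in each direction with the largest mean change among the DEGs of all 4 comparisons with CK. The other genes of Figures 6 and 7 were treated as a set. Genes named because a comparison had 5 or fewer DEGs were named after their values were seen. The test, the thresholds, the named genes and the alternatives were set before the data were examined, except where stated otherwise.

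In all, the DEG counts were computed under 29 settings, the reported one included, and 3 of these were chosen after seeing the data. They varied the pseudocount, the filter, the scaling, the libraries in the fit, the model, the treatment of the identical libraries and the threshold. The 3 settings chosen later were a pseudocount of 0.1 without a filter and limma-voom on recovered fragments with either of 2 filters. Correlations between libraries and between genes were computed under further alternatives, with exact permutation tests for the latter. GO, KEGG and transcription factor family counts were not analysed here, since no annotation of the CSS genes was at hand, and the enzyme, MDA and qRT-PCR measurements were not used here.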

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

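The tests in this part that draw equal numbers of fragments, that split the libraries of Cd2 and Cd1 or of Cd1 and As1, that take the spread for each metal, that ask for the day of sampling or that concern genes outside the reference annotation were chosen only after the results were seen.

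The change between 10 d and 15 d was tested directly, since the effects of the same metal differed between the times. Between Cd2 and Cd1, 508 DEGs were found, with 402 higher and 106 lower at 15 d. Between As2 and As1, 696 DEGs were found, with 516 higher and 180 lower. The former count was 240, 206 and 193 without Cd2 replicate 1, 2 and 3. The latter was 411 without As1 replicate 2, 274 without As1 replicate 3 and 214 without As2 replicate 1. Of the 10 splits of the 6 As libraries, only the real one (1 of 10) gave as many DEGs, and the same was found for the 10 splits of the 5 Cd libraries (1 of 10). This is the smallest share that 10 splits allow, so chance cannot be excluded by these counts alone. Fewer DEGs were found against CK at 15 d than at 10 d. A smaller library size at 15 d is a technical candidate, since the median number of fragments at 15 d was 91.2% of that at 10 d, although the ranges overlapped. With equal numbers of fragments drawn from every library, a test chosen after these totals were seen, 504 DEGs were still found in As1 vs. CK against 6 in As2 vs. CK, and 1017 in Cd1 vs. CK against 9 in Cd2 vs. CK, which argues against library size. Under Cd, the spread among replicates at 15 d was 77.6% of that at 10 d (SD 0.406 against 0.5235), which argues against a larger spread at 15 d. Under As, it was 107.2% (SD 0.519 against 0.4843). The model takes 1 spread per gene from all 5 groups. Standard errors against CK were therefore equal in As1 and As2 (0.288 in both for CSS0030465). A larger spread in As2 thus cannot widen the error of As2 vs. CK more than that of As1 vs. CK. Without As2 replicate 2 there were 111 DEGs in As2 vs. CK in place of 5, so a part played by that library stays open. The fold changes under As were also smaller at 15 d. The SD of the log2 fold changes in As2 vs. CK was 0.472, and at most 0.572 without any one library, against 0.610 and at least 0.608 in As1 vs. CK. In Cd1 it was 0.747, against 0.532 in Cd2. What also stays open is the treatment time and any other condition of the sampling day. The paper gives 0 untreated libraries a day of sampling, and the labels give day 15 for every library, so the day and the treatment time cannot be told apart.

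The 7 genes that the paper describes as lowest at 10 d all passed the threshold between the times under both metals. From 10 d to 15 d under Cd, the log2 fold change was 4.54 for CSS0000647, 4.03 for CSS0033791, 3.66 for CSS0050491, 3.90 for CSS0001107, 3.48 for CSS0019367, 6.10 for CSS0006162 and 4.68 for CSS0035212. Under As, it was 4.55, 4.11, 3.82, 4.04, 4.34, 6.59 and 4.89 in the same order. Library size does not account for changes of this size, since the libraries at 15 d had 91.2% of the fragments of those at 10 d and the genes were higher at 15 d. As for all changes between the times, the day of sampling (0 untreated libraries with a day in the paper) stays open beside the treatment time.

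Cd and As differed at 10 d in 539 DEGs (Cd1 vs. As1), with 155 higher and 384 (71.2%) lower in Cd1. This imbalance depended on the setting, with 1459 higher and 1500 lower (50.7%) at an unadjusted p under 0.05 and 400 higher and 422 lower (51.3%) with the identical library kept under both labels. Of the 10 splits of these 5 libraries, only the real one (1 of 10) gave as many DEGs. The count was 257 without As1 replicate 1 and 174 without As1 replicate 3. At 15 d, 1 DEG was found (Cd2 vs. As2), CSS0038485, higher in Cd2 and singled out after its values were seen. The count at 15 d was 0 without Cd2 replicate 1 (1007 genes at an unadjusted p under 0.05), Cd2 replicate 2 (1318) or As2 replicate 2 (1156), 3 without Cd2 replicate 3, 2 without As2 replicate 1 and 4 without As2 replicate 3. Of the 10 splits of these 6 libraries, only the real one (1 of 10) gave a DEG, again the smallest share that is possible. Whether the difference between the metals changed between the times was not tested. Among the genes the paper names, CSS0032956 differed between Cd1 and As1 (log2 fold change 2.09), but not past the threshold without As1 replicate 1 (2.225) or As1 replicate 3 (1.67), with no filter on low FPKM or with only the 2 groups compared. No biological explanation beyond the 2 treatments was tested, and batches are not given for these libraries.

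Among the genes outside the reference annotation, which the paper does not discuss, 5345 were tested, and 24 were DEGs higher than in CK in Cd1 and 14 in As1, with 73 and 31 lower. With quantile normalization the numbers rose to 46 and 23, so they depend on the scaling, but a scaling that raises them argues against library scaling as what put these genes above CK. Single CK libraries weigh more. Without CK replicate 3 the numbers were 5 and 3, without CK replicate 2 they were 9 and 8, and without CK replicate 1 they were 34 and 12. Over all genes, the DEG counts fell as well without CK replicate 2 (507 in Cd1 and 309 in As1) or CK replicate 3 (380 and 225). Without CK replicate 1 they were 1192, against 1053 with all libraries, in Cd1 and 341, against 535, in As1. A single CK library and a response to the metals therefore cannot be told apart here. Reads shared between paralogs and reads from other organisms were not tested.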

How the results depend on the processing

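Leaving out 1 library changed most DEG counts. For single comparisons, a fit that left out 1 library was counted only where its group was compared. Against CK, the count ran from 380 to 1192 in Cd1 and 0 to 9 in Cd2. It ran from 103 to 399 in As1 and 0 to 111 in As2. The range was 193 to 240 in Cd2 vs. Cd1 and 214 to 684 in As2 vs. As1. It was 174 to 510 in Cd1 vs. As1 and 0 to 4 in Cd2 vs. As2. Other comparisons moved too. Without As2 replicate 2, Cd2 vs. CK had at least 23 DEGs, the number called in all 4 comparisons. The highest count in As2 vs. CK was that without As2 replicate 2. Shared DEGs ran from 0 to 6 for Cd without a CK or Cd2 library. They ran from 0 to 48 for As without a CK, As1 or As2 library. For all 4 comparisons they ran from 0 to 23, and for the list of 45 from 0 to 7. The 23 genes found without As2 replicate 2 were shared for Cd too, so the count for Cd was at least 23 there. The list adjusted over the list alone ran from 27 to 36. Leaving out a Cd1 library left a single library in the group, so no test was made there. Where a count was 0, at least 1007 genes had an unadjusted p under 0.05, a number that includes genes passing by chance.

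With a pseudocount of 0.1, the counts were 5 in Cd2 vs. CK, 2 in As2 vs. CK, 2 in Cd2 vs. As2, 5 shared for Cd and 0 for As, for all 4 comparisons and for the list. With no filter on low FPKM, they were 672 in Cd1 vs. CK, 340 in As1 vs. CK and 3 in As2 vs. CK, with 1 shared for As and 0 for the list. More genes are tested without the filter. With quantile normalization, they were 3 in As2 vs. CK, 4 in Cd2 vs. As2 and 0 shared for As, for all 4 comparisons and for the list. Median-ratio scaling kept every total within 1.5 times, and the deposited values are already scaled in this way.

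With only the 2 groups compared in each fit, the counts were 526 in Cd1 vs. CK, 4 in Cd2 vs. CK, 211 in As1 vs. CK, 0 in As2 vs. CK (979 at an unadjusted p under 0.05), 272 in As2 vs. As1, 95 in Cd1 vs. As1, 0 in Cd2 vs. As2 (1356) and 4 shared for Cd, with 0 for As, for all 4 comparisons and for the list. With the replicate number as a block, they were 672 in Cd1 vs. CK, 4 in Cd2 vs. CK, 0 in As2 vs. CK (1068), 328 in Cd1 vs. As1, 0 in Cd2 vs. As2 (1269) and 4 shared for Cd, with 0 for As, for all 4 comparisons and for the list. Among the named genes, the calls of CSS0030465 in As2 vs. CK, of CSS0041447, CSS0031744 and CSS0002706 in Cd1 vs. CK and of CSS0032956 in Cd1 vs. As1 were not made with the block. The numbers do not pair the libraries. Residuals of libraries with the same number had a mean r of -0.007 over 26 pairs (-0.311 to 0.278), against 0.003 over 52 pairs with different numbers (-0.276 to 0.273).

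With the identical library kept under both labels, the counts were 371 in Cd1 vs. CK, 326 in As1 vs. CK, 3 in As2 vs. CK, 0 in Cd2 vs. Cd1 (865), 822 in Cd1 vs. As1, 0 in Cd2 vs. As2 (1214) and 1 shared for As. Cd1 and Cd2 then hold a library in common. With it left out under both labels, they were 0 in Cd2 vs. CK (1247), 2 in As2 vs. CK, 240 in Cd2 vs. Cd1, 0 in Cd2 vs. As2 (1007) and 0 for every overlap and the list, with fewer libraries in Cd2.

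An FDR under 0.05 with no limit on the fold change kept the total of every comparison and the shared DEGs within 1.5 times, but the higher DEGs in As1 vs. CK went from 112 to 192 and the lower DEGs in As2 vs. As1 from 180 to 342. With an unadjusted p under 0.05, the counts were 3562 in Cd1 vs. CK, 1625 in Cd2 vs. CK, 2381 in As1 vs. CK, 1057 in As2 vs. CK, 2463 in Cd2 vs. Cd1, 2196 in As2 vs. As1, 2959 in Cd1 vs. As1 and 1266 in Cd2 vs. As2, with 876, 483 and 183 shared. With an FDR under 0.01, they were 229, 0, 105 and 0 against CK, 120 in Cd2 vs. Cd1, 185 in As2 vs. As1 and 99 in Cd1 vs. As1, with 0 shared. Applied to the list of 45 after the values were seen, these 3 thresholds gave 1, 37 and 0 genes in all 4 comparisons.

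After seeing the data, 3 alternatives were added. With a pseudocount of 0.1 and no filter, there were 19 DEGs in Cd2 vs. CK, 9 in As2 vs. CK and 3 in Cd2 vs. As2, 6 shared for As and 6 for all 4 comparisons, and 0 for the list. With limma-voom on recovered fragments, there were 464 in Cd1 vs. CK, 5 in Cd2 vs. CK, 316 in As1 vs. CK, 3 in As2 vs. CK, 285 in Cd2 vs. Cd1, 305 in Cd1 vs. As1, 5 shared for Cd and 1 for As. With limma-voom and a filter on the recovered fragments in at least 2 libraries, these were 466, 5, 295, 3, 290, 299, 5 and 1.

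The lowest correlation between replicates was 0.918 with Spearman's rho, 0.893 as r squared, 0.848 without the logarithm and 0.930 with the identical library under both labels. The lowest correlation of CSS0000647 fell to 0.437 under Cd and 0.412 under As on residuals from group means, where differences between groups are removed.

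For single genes and comparisons that could be tested, 1140 values under the alternatives set beforehand kept direction and side of the threshold, 132 were no longer past it and 9 came past it, and 6 reversed. Without a Cd1 library no test was made. Of those untested values, 2 moved by more than the spread between replicates, both for CSS0030465 (-1.72 and -2.647 in Cd1), and 2 changed direction, for CSS0043569 without Cd1 replicate 1 (-0.304) and CSS0032956 without Cd1 replicate 2 (-0.066 in place of 0.382). Across the fits that each left out 1 library, the log2 fold change of CSS0049619 in As2 vs. CK ran from -0.503 to 0.235, with the reversed values without CK replicate 3 (0.235), As2 replicate 1 (0.097) and As2 replicate 3 (0.165). For CSS0041447 in Cd2 vs. CK it ran from -0.168 (without CK replicate 3) to 0.407, and for CSS0043569 in Cd1 vs. CK from -0.304 (without Cd1 replicate 1, untested) to 0.462, the value without CK replicate 3 being -0.092. With the identical library under both labels, CSS0043569 had a value of -0.194 in Cd1. None of these was a DEG. Under the added alternatives, 269 were kept and 28 were no longer past the threshold. Except where a reason is given, the cause was not tested. The count-based tests set beforehand for deposited counts, with their normalizations and filters, were not run, since the deposited values are FPKM. The recovered fragments would have allowed such tests, but limma-voom was the only one run on them. What the others would give stays open.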

Differences from the paper's values

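The DEG counts were lower than the paper's. The paper's counts are 2087 in Cd1 vs. CK, 1029 in Cd2 vs. CK, 1707 in As1 vs. CK and 366 in As2 vs. CK, against 1053, 11, 535 and 5 here. The sets of libraries differ, since Cd1 had 2 libraries here and 3 in the paper's Table 1. The test used here also misses changed genes. On simulated data with a 4-fold change, it called 95 (Cd1) and 111 (As1) of the 195 changed genes tested. Higher genes were 150, 1, 112 and 2, against the paper's 319, 345, 309 and 74, and lower genes were 903, 10, 423 and 3, against the paper's 1768, 864, 1398 and 292. Of the alternatives set before the data were examined, an unadjusted p under 0.05 in place of the FDR came within 1.5 times the paper's values for As1 (2381 in all and 1894 lower) and for the higher (481) and lower (1144) genes in Cd2, and quantile normalization did so for the higher genes in Cd1 (286). The paper's higher and lower genes in Cd2 add up to 1209, not to its total of 1029, and the 1625 genes at an unadjusted p are 1.34 times the sum and 1.58 times the total. None of the alternatives counted for these comparisons came within 1.5 times the paper's totals in Cd1 and As2 or its stated total in Cd2. The same held for its lower genes in Cd1 and As2 and its higher genes in As1 and As2. The alternatives chosen after seeing the values did not close these gaps either.

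The paper reports 552 DEGs shared by Cd1 and Cd2, 178 shared by As1 and As2 and 53 shared by all 4 comparisons, against 10, 2 and 1 here. None of the alternatives set before the data were examined and counted for an overlap came within 1.5 times these values. An unadjusted p under 0.05 went past the paper's counts, to 876, 483 and 183. Without As2 replicate 2, 48 and 23 genes were shared by As1 and As2 and by all 4 comparisons. The 23 genes were then shared by Cd1 and Cd2 as well.

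The paper lists 45 genes as DEGs in all 4 comparisons, against 1 here over all genes tested. Over all genes tested, none of the alternatives that were set for this list before the data were examined closed this gap. An unadjusted p under 0.05, applied to the list after the values were seen, gave 37 genes. Adjusted over the list alone, 37 of the 39 tested genes were past the threshold in all 4 comparisons, which is within 1.5 times the paper's value.

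For As2 replicate 3, Table 1 gives the paper's value of 59129 expressed genes, against 37933 genes above 0 here. The deposited values of every library take up 59129 lines with the header.

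The paper states that CSS0018401, CSS0049619 and CSS0041447 peaked at 10 d under both metals. CSS0018401 was higher at 15 d than at 10 d under Cd (log2 fold change 0.48), and CSS0049619 was lower than in CK at 10 d (-1.73 in Cd1 and -0.62 in As1) and higher at 15 d than at 10 d under both metals (0.63 and 0.54), none of these past the threshold. CSS0041447 was lower at 15 d than at 10 d under both metals without being a DEG, and with quantile normalization it was a DEG in Cd2 vs. Cd1 (-1.62). The paper states that CSS0000647 rose at 15 d, where its change was not a DEG here (adjusted p = 0.0741 under Cd and 0.101 under As from limma-trend), and neither were those of the 6 structural genes that it groups with it. Without As2 replicate 2, CSS0000647 (2.01) and CSS0001107 (1.505) were DEGs in As2 vs. CK, and CSS0000647 was also a DEG in Cd2 vs. CK. The paper calls CSS0004428 up-regulated in all 4 comparisons, where it was a DEG in none here. It passed the fold change limit at an unadjusted p under 0.05 in As2 vs. CK, and there also when adjusted over the list alone. For CSS0004428, CSS0000647 and the 6 structural genes, the paper also gives qRT-PCR measurements. It describes them as broadly matching its sequencing, and they were not used here. The paper states that CSS0043569 was reduced under Cd, where its log2 fold change in Cd1 was 0.08. Without CK replicate 3 it was -0.09, and with the identical library under both labels -0.19. Of the other MYB genes named as reduced under Cd, CSS0000442, CSS0006502 and CSS0015964 were lower without being DEGs, and CSS0000442 was a DEG in Cd1 vs. CK with a pseudocount of 0.1 (-3.955) and with only the 2 groups compared (-3.08). CSS0031744 and CSS0002706 were DEGs in Cd1 vs. CK but not in Cd2 vs. CK. At an unadjusted p under 0.05 with the same limit on the fold change, CSS0000647 and the 6 structural genes passed in Cd2 vs. CK and As2 vs. CK, CSS0000442, CSS0006502 and CSS0015964 in both Cd comparisons, CSS0043569, CSS0031744, CSS0002706 and CSS0034513 in Cd2 vs. CK, CSS0041447 in As1 vs. CK and Cd2 vs. Cd1, and CSS0032956, CSS0009309, CSS0034513 and CSS0043971 in As2 vs. CK. CSS0018401 also passed in Cd2 vs. CK (1.18), at 15 d, and CSS0049619 passed as lower than in CK in Cd1 (-1.73), where the paper states a rise, and in Cd2 (-1.11). The paper states that the libraries cluster into their 5 groups, where the nearest library was of the same group for 8 of 14 here.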

Other observations

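The tests of shared changes, of the list of 45, of gene length and of genes above 0 in this part were chosen only after the results were seen.

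In each comparison with CK, more DEGs were lower than higher. For As2 vs. CK this rests on 5 DEGs, and under quantile normalization 1 of 3 was lower there. In Cd1 and As1, the share of lower DEGs stayed at 78.0% or more without any one CK library, which argues against a single CK library. Among short, middle and long genes in equal numbers, it was lowest at 70.7% (short genes, As1), which argues against gene length. The GC content of the genes was not tested. Library scaling may account for a part of the pattern. Quantile normalization lowered the share from 85.8% to 74.3% in Cd1 and from 79.1% to 71.3% in As1, a larger shift in Cd1 than the 10 points set beforehand as a limit, but not to an even split, so scaling and a response to the metals cannot be told apart for that part.

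The splits of the libraries were counted for the comparisons with CK. As many DEGs as in the real split were found in 1 of the 10 splits for Cd1, 1 of 10 for Cd2, 1 of 10 for As1 and 2 of 10 for As2, where another split gave 21. With 10 splits the share cannot fall under 0.1, so the splits do not decide whether chance grouped the libraries.

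The changes from 10 d to 15 d were compared between Cd and As across the 33109 genes, which are not independent. Their correlation was 0.228, and 6 of 100 regroupings of the libraries within each metal gave an r as high, the highest being 0.339, so this correlation was not beyond chance. After that result, the DEGs of both comparisons were counted. There were 175 in common, against 10.7 if the genes were drawn independently, and 167 of them changed in the same direction, 166 being higher at 15 d. Among 100 regroupings only the real one (1 of 100) shared as many, but the regrouped libraries shared a median of 0, and at most 8, since they give hardly any DEGs, so this count does not test whether the metals share a response. Chosen last, after these 2 results, another test took the 508 and 696 genes of smallest p in every regrouping. The real grouping shared 155 genes in the same direction and no other as many (1 of 100), with at most 60 and a median of 13 in the others, which argues against chance for these genes. A shared response to the time of treatment is a candidate explanation, and so is the day of sampling, since the paper gives 0 untreated libraries a day and the labels give day 15 for every library.

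The 37 genes of the list that the paper reports as lower were chosen by the paper from these libraries, so their common direction is not independent evidence. A single CK library is a candidate explanation. The values argue against it for the 27 genes that passed the filter without any one CK library, since all stayed lower in all 4 comparisons. The other genes of the 37 failed the filter there, so this explanation stays open for them.

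Fewer genes had an FPKM above 0 in As1 than in CK. Library size and a few abundant genes could lower this number. With 10288091 fragments drawn from every library, the mean was 36544.7 genes in As1 against 38884.3 in CK. Without the 100 highest genes and with 9106556 fragments drawn, it was 36494 against 38801.7. Every As1 library lay below every CK library in both draws. Both argue against these explanations. Differences in sampling day or in the quality of the RNA were not tested.

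Log2 fold changes of comparisons that share the CK libraries are correlated even without any change. Across genes, r was 0.548 for Cd1 and Cd2, against a mean of 0.451 in 20 simulations without change, and 0.418 for As1 and As2, against 0.498. It was 0.491 for Cd1 and As1 (0.450 simulated), 0.529 for Cd2 and As2 (0.502), 0.489 for Cd1 and As2 (0.448) and 0.300 for Cd2 and As1 (0.502). The simulated genes were drawn independently of each other, which real genes are not, so these differences do not decide whether changes are shared.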
